A study of Oryza sativa with 6 samples. Its data were reported in "Loss of function of chromatin remodeler OsCLSY4 leads to RdDM-mediated mis-expression of endosperm-specific genes affecting grain qualities" (2025).

How the data were processed

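The samples were 60-day-old rice leaves of WT (Pusa Basmati 1), clsy3-kd and clsy4-kd, 2 replicates each, and groups and replicate numbers were taken from the sample titles. A sample list in the study's supplement pairs the knockdown names with the samples the other way round. The titles were followed, and the processed files alone do not settle this conflict, so the names of the knockdowns carry that doubt while WT does not.

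Per the study's methods, leaf DNA was treated with bisulfite using a commercial kit, the targets were amplified by PCR with Taq polymerase and the products were sequenced as paired-end reads. The authors trimmed the reads with cutadapt and aligned them with Bismark to a reference made of the target sequences. The deposited values are counts, per the columns of Bismark's cytosine report, of methylated and unmethylated calls at each cytosine of each strand, without normalization and with replicates kept apart. Tool versions, options, any removal of duplicates and the genomic position of the targets were not stated. Amplicon reads that share their ends cannot be told from PCR copies, so a few molecules amplified many times can count as many calls. Reads of related copies of a repeat can align to the same target sequence, so a level can be an average over copies. A cytosine inside a PCR primer takes the base of the primer. Incomplete conversion reads as methylation.

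Of 10282 cytosines listed per sample in 4 target sequences, all calls but 16 fell on the plus strand, and the strand with the most calls was used. A methylation level is the percentage of methylated among all calls. For targets, calls were summed over the cytosines with at least 1 call in each of the 6 samples, separately for CG, CHG and CHH contexts (H is A, C or T), so that every sample had the same cytosines. Single cytosines were tested where each sample had at least 10 calls. A cytosine without calls has no level and was not counted as unmethylated. Total calls per sample ranged from 4642864 to 6705001. Single-sample levels carry 95% Wilson intervals, and group values are means ± SD over 2 replicates.

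The study's methods name no test for these data. Methylated and unmethylated calls were fitted with a quasi-binomial logistic model of all 6 samples, with an F test on the change in deviance for each of the 3 comparisons, two-sided. The dispersion of each feature came from the Pearson residuals, was moderated across features with limma's squeezeVar and was never taken below 1. Benjamini-Hochberg adjustment ran over all features of a comparison, separately for targets by context and for cytosines, with a threshold of 0.05. The SE of a difference came from the replicate SDs. Named cytosines were, for each comparison, up to 3 with the largest difference among those past the threshold whose samples did not overlap between groups, a rule set before the data were examined, as were the tests and most alternatives. R 4.3.3, limma 3.58.1, edgeR 4.0.16, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

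The cytosine test was tested on simulated data at 99 cytosines with the real depths and replicate spreads, taken as equal in the 3 groups, in 50 simulations with 30 cytosines changed by an odds ratio of 3. It recovered 75.2% of the changed cytosines for clsy4-kd against WT, 73.1% for clsy3-kd against WT and 71.7% for clsy4-kd against clsy3-kd. False calls were 5.45%, 4.03% and 4.61% of all calls in the same order. The real spreads between replicates were not equal, with a chi-square per degree of freedom of 5.93 in clsy3-kd, 76.5 in WT and 221 in clsy4-kd. Noise was drawn separately for each cytosine, so shifts shared along an amplicon were not simulated. These rates therefore need not hold for the real comparisons. Samples with different replicate numbers in their titles were taken as separate replicates, and the counts cannot tell separate plants from repeat PCRs of the same DNA.

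Alternatives were other minimum depths, each sample's own covered cytosines, both strands, unweighted means, a replicate block, Fisher's exact test on pooled calls, edgeR's quasi-likelihood test on the counts, the 4 compared samples alone, a minimum difference of 10 percentage points and leaving out each replicate. Both strands added no cytosine, since none on the minus strand had calls in each sample. A minimum of 4 calls added no single cytosine either. These alternatives repeated the main test and stay in the counts of alternatives below. Chosen after the data were seen were a trend of the dispersion on depth, limma on logit levels, and leaving out the amplicon-end cytosines or the 2 CACTA cytosines of largest change. Genomic sequence and annotation of the targets were not used here.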

Results

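Cytosine methylation was measured in rice leaf by targeted bisulfite PCR, in which unmethylated cytosines are converted and read as thymine while methylated cytosines are still read as cytosine. The 6 samples formed 3 groups of 2 replicates. WT was the indica cultivar Pusa Basmati 1, and clsy3-kd and clsy4-kd were lines of it in which an artificial microRNA was directed against CLSY3 or CLSY4. Both genes encode CLASSY chromatin remodelers, which act in RNA-directed DNA methylation (RdDM), the pathway in which small RNAs guide methylation to transposons and repeats. Leaves were 60 days old. CLSY4 is expressed throughout the plant and CLSY3 in the endosperm, and the comparisons addressed whether CLSY4 rather than CLSY3 is needed for RdDM in leaf. A sample list in the study's supplement gives the knockdown names the other way round from the sample titles followed here. If that list is right, clsy3-kd and clsy4-kd exchange places in every comparison, and WT keeps its place. No transcript level was analysed here that could check which gene was silenced.

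Each sample had between 4642864 and 6705001 methylation calls over 4 target sequences. These were a 5S ribosomal DNA repeat (5S rDNA), a class II DNA transposon (CACTA), a class I retrotransposon (LINE1) and a target named clsy3, of which the part of the gene was not stated. Positions are counted along each target's own reference sequence. Chromosome, start and end of the targets were not determined here, so no exon, intron or UTR is assigned to them. CACTA took 37.5% to 48.2% of a sample's calls and LINE1 51.8% to 62.5%, whereas the clsy3 target took 0.029% to 0.0657% and 5S rDNA 0.0024% to 0.0135%.

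Depth differed by orders of magnitude between the targets. In CACTA, 45 cytosines between positions 810 and 1001 had at least 10 calls in each of the 6 samples, with a median of 38696 to 70655 calls per covered cytosine. In LINE1, 50 cytosines between positions 9646 and 9858 did, with a median of 62301 to 76689 calls. The clsy3 target had 26 such cytosines between positions 430 and 624, with a median of 57.5 to 120 calls. In 5S rDNA, 45 cytosines between positions 551 and 744 had at least 1 call in each sample and 0 had at least 10. The widest 95% Wilson interval of a single sample's level reached 0.109 percentage points to either side in LINE1, 0.188 in CACTA, 5.50 in the clsy3 target and 25.4 in 5S rDNA. These intervals treat every call as separate, although a read gives calls at many cytosines of a target. PCR reads without molecular identifiers are not independent molecules either. The intervals can therefore be too narrow even for counting error, and they leave out the spread between replicates. Of the 121 cytosines with at least 10 calls in each sample, 22 at the ends of the amplicons read as unmethylated everywhere, with a highest level of 0.0231% in any sample. No 5S rDNA cytosine had the depth to be counted among them. Its CHH positions 551, 552, 554, 564 and 565 nevertheless had 0 methylated calls in every sample. All these cytosines stayed in the levels below unless stated, and leaving out the 22 changed no 5S rDNA level.

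**Figure D1:**
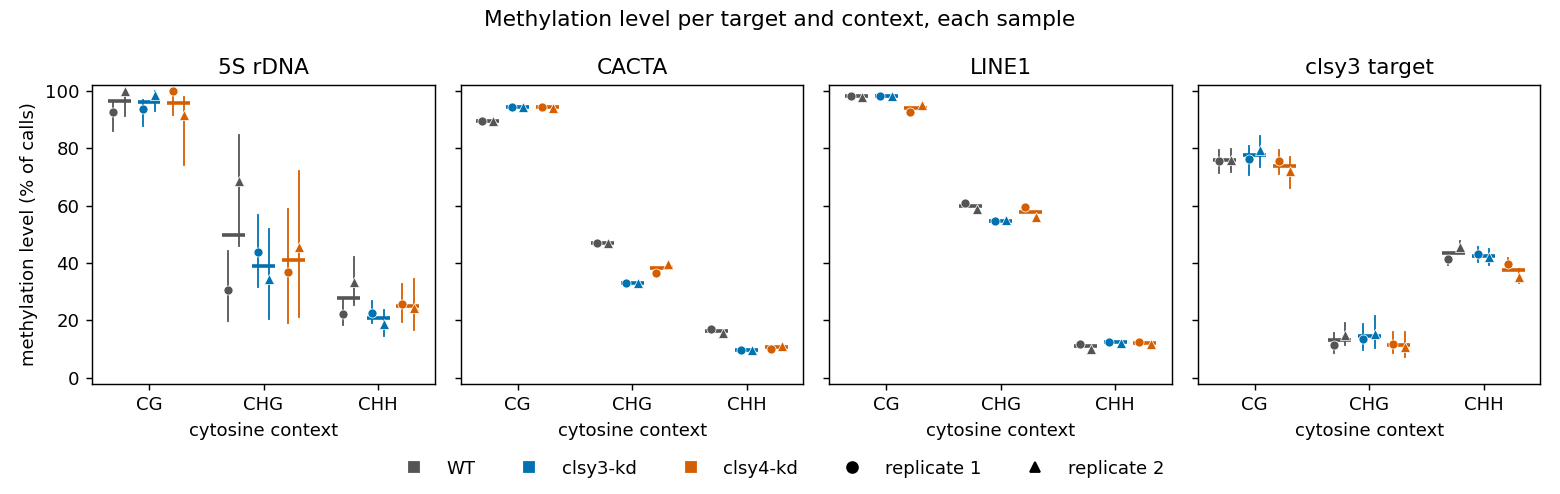
Methylation level (percent of calls) of each target by cytosine context in each sample, over the cytosines covered in all 6 samples. Points are samples, vertical lines their 95% Wilson intervals and horizontal bars group means. The intervals count every call as separate, so they can be too narrow even for counting error. CACTA CG was 89.6% in WT, 94.3% in clsy3-kd and 94.2% in clsy4-kd, while the 5S rDNA intervals of the groups overlapped.

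In 5S rDNA, no difference between clsy4-kd and WT was detectable at this depth. The CG level was 96.3% ± 5.24 (SD, n = 2) in WT, 96.1% ± 3.62 in clsy3-kd and 95.8% ± 5.89 in clsy4-kd. The CHG level was 49.6% ± 26.6 in WT, 39.1% ± 6.71 in clsy3-kd and 41.1% ± 6.09 in clsy4-kd. For CHH the levels were 27.9% ± 7.72, 20.7% ± 2.88 and 25.0% ± 0.842 in the same order. Every difference between 2 group means was smaller than the SD of the WT replicates in the same context. Between clsy4-kd and WT the adjusted p was 0.857 for CG, 0.998 for CHG and 0.998 for CHH, and between clsy3-kd and WT it was 0.981, 0.981 and 0.848. In each of the 3 comparisons 0 of the 3 contexts had an unadjusted p under 0.05. The model weights each sample by its calls, so these p values belong to levels of pooled calls rather than to the means above. Pooled over replicates, the CG level was 94.6% of 147 calls in WT and 96.9% of 65 in clsy4-kd, the CHG level 40.8% of 71 and 40.0% of 30, and the CHH level 25.2% of 468 and 25.2% of 250. The CG levels rested on 39 and 108 calls in the WT samples and on 24 and 41 in the clsy4-kd samples. The direction of the differences between clsy4-kd and WT was not fixed in any context. Leaving out WT replicate 1 or WT replicate 2 gave a CHG difference of -27.3 or 10.4 points, where both together gave -8.45. Over the fits that each left out 1 replicate, the CG difference ranged from -4.63 to 3.70 points and the CHH difference from -8.32 to 2.60. Taking each sample's own covered cytosines in place of the shared ones turned the CG difference from -0.463 to 0.871 points and the CHH difference from -2.86 to 0.0864 points.

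**Figure D2:**
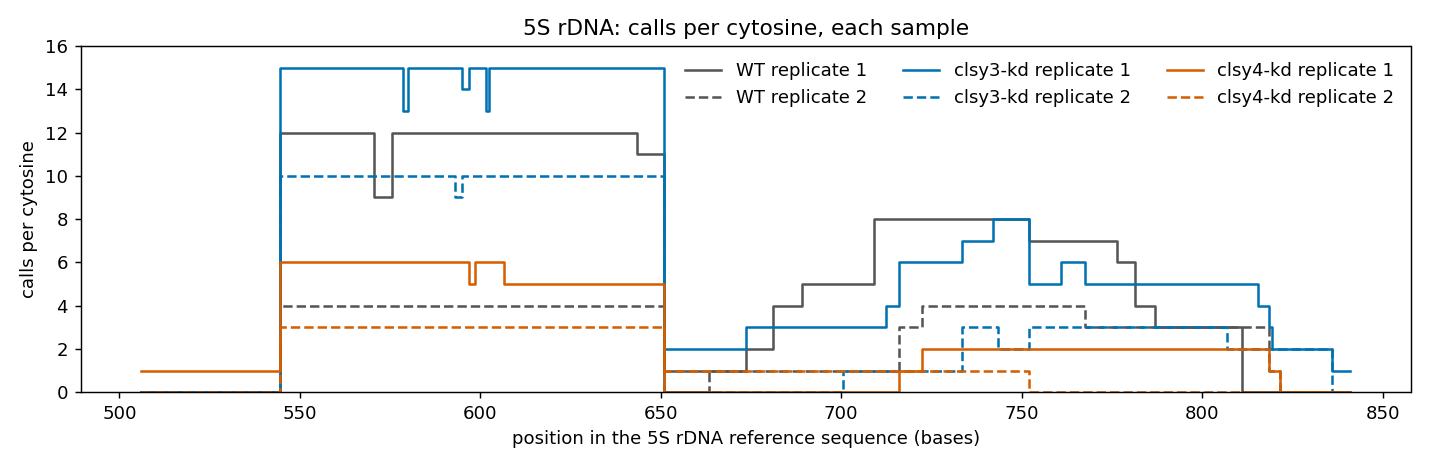
Calls per cytosine along the 5S rDNA reference sequence (positions in bases) in each sample, WT in grey, clsy3-kd in blue and clsy4-kd in orange, with replicate 2 dashed. The highest count in any sample was 15, and clsy4-kd replicate 2 had at most 3.

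The comparison of clsy4-kd with WT asked what lower CLSY4 activity does to leaf methylation at these targets. Of the 12 combinations of target and context, 4 passed an adjusted p of 0.05 in the quasi-binomial model with limma-moderated dispersion. In CACTA the CHG level was 47.1% ± 0.0269 (SD, n = 2) in WT and 38.2% ± 2.22 in clsy4-kd, a difference of -8.90 ± 1.57 percentage points (SE) with an adjusted p of 0.0105. The CACTA CHH level went from 16.4% ± 1.03 to 10.7% ± 0.664, a difference of -5.66 ± 0.869 points with an adjusted p of 0.00651. A mixture of CACTA copies in the knockdown samples, described below, may also lie behind the lower CHG and CHH levels of both knockdowns. The CACTA CG level was higher in clsy4-kd, at 94.2% ± 0.241 against 89.6% ± 0.0155, a difference of 4.64 ± 0.171 points with an adjusted p of 0.00023. That rise rested on a single cytosine, and without it and the CHH cytosine of opposite change the CG level was lower in clsy4-kd by a small amount that also passed (-0.448 points, adjusted p 0.00428), an alternative chosen after the data were seen. In LINE1 the CG level was 98.0% ± 0.123 in WT and 93.8% ± 1.81 in clsy4-kd, a difference of -4.15 ± 1.29 points with an adjusted p of 0.0179, which became 0.0624 when only the 4 samples compared entered the fit and ranged from 0.000416 to that value over the alternatives other than Fisher's exact test. The LINE1 CHG and CHH levels differed by -2.11 ± 2.01 and 1.19 ± 0.932 points, with adjusted p of 0.475 and 0.299. All 4 differences that passed had both clsy4-kd samples on the same side of both WT samples. With 2 samples against 2, an exact permutation test of a single value cannot go below p = 0.333.

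At single cytosines, 40 of 121 passed an adjusted p of 0.05 between clsy4-kd and WT, 8 higher and 32 lower in clsy4-kd. CACTA held 25 of them and LINE1 15. Fitting only the 4 samples compared left 4 calls, and Fisher's exact test on pooled calls gave 78. The model shared its dispersion among the 3 groups, and the clsy3-kd replicates lay closer together than the other pairs. Their chi-square per degree of freedom was 5.93 over 99 cytosines, against 76.5 in WT and 221 in clsy4-kd. Requiring a difference of at least 10 percentage points left 8. The largest changes were at CACTA position 872, a CG cytosine, and position 966, a CHH cytosine. The level at 872 was 0.369% ± 0.192 (SD, n = 2) in WT and 55.9% ± 2.20 in clsy4-kd, with an adjusted p of 8.54e-05. At 966 it was 98.3% ± 0.497 in WT and 43.8% ± 2.29 in clsy4-kd, with an adjusted p of 8.54e-05. Next was LINE1 position 9778, a CG cytosine, at 96.7% ± 0.053 in WT, 96.5% ± 0.105 in clsy3-kd and 71.0% ± 10.7 in clsy4-kd, with an adjusted p of 0.0154 for clsy4-kd against WT, or 0.0574 with only those 4 samples in the fit, the highest value over its alternatives. Its 2 clsy4-kd samples were at 63.4% (95% Wilson interval 63.1% to 63.8%) and 78.6% (78.2% to 78.9%). At the other CG cytosines of LINE1 the means of clsy4-kd and WT differed by at most 0.563 points. Positions 872, 966 and 9778 had at least 38693 calls in each sample.

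**Figure D3:**
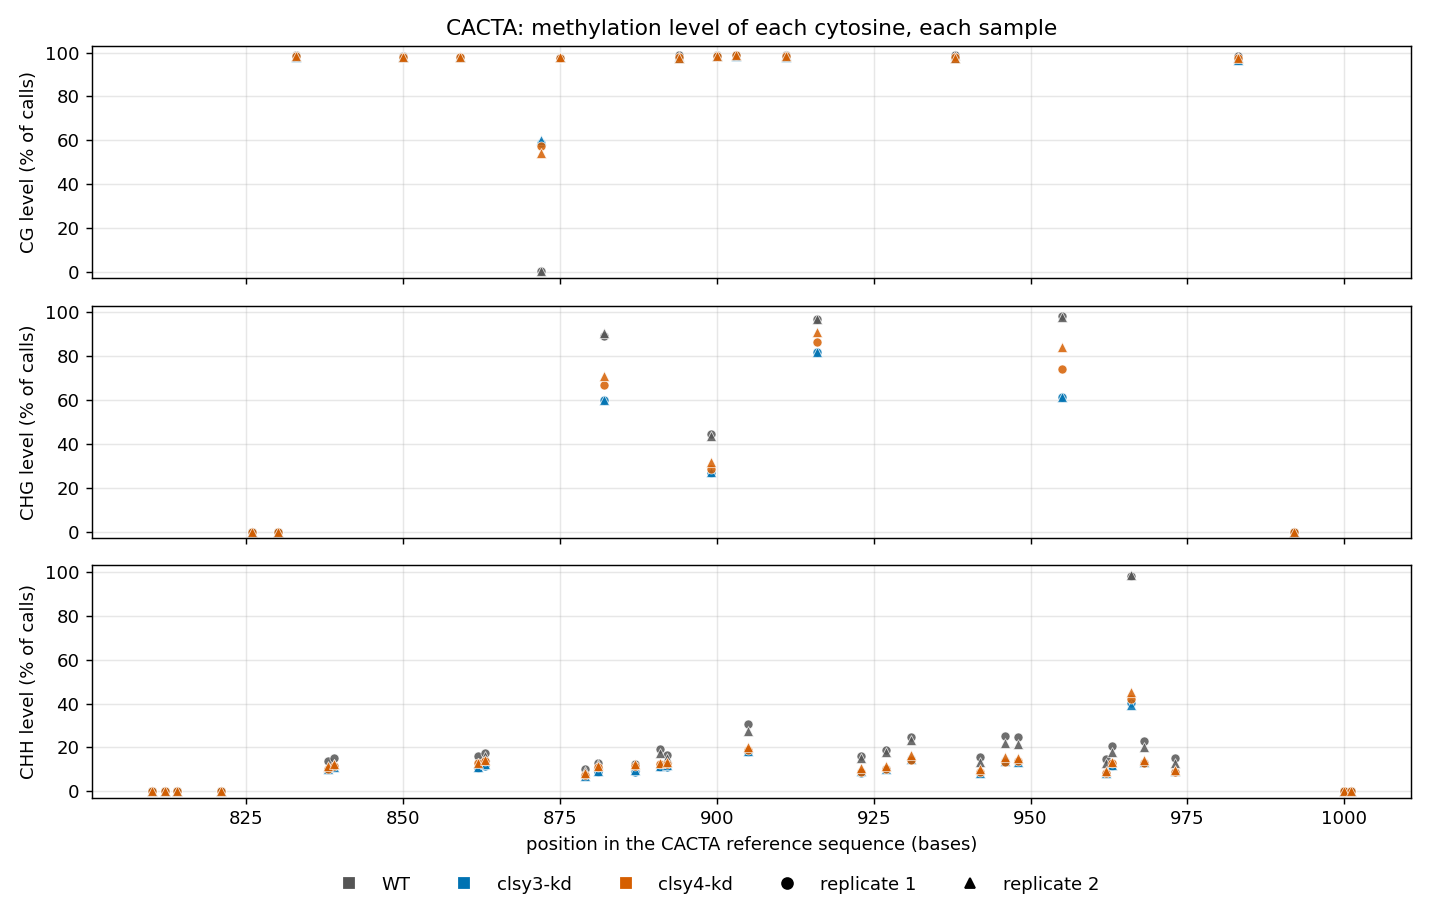
Methylation level (percent of calls) of each CACTA cytosine with at least 10 calls in each sample, by position in the CACTA reference sequence (bases), in 3 panels for CG, CHG and CHH. Points are samples and overlap where levels are alike. Position 872 stands apart from the other CG cytosines and position 966 from the other CHH cytosines, with WT and the knockdowns at different levels at both.

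clsy3-kd against WT tested the same question for the other remodeler. Here 3 of the 12 combinations passed, all in CACTA. The CHG level was 32.9% ± 0.0288 (SD, n = 2) in clsy3-kd, a difference of -14.2 ± 0.0279 percentage points (SE) from WT with an adjusted p of 0.00244. The CHH level was 9.68% ± 0.187, a difference of -6.68 ± 0.743 points with an adjusted p of 0.00244. CG was again higher, at 94.3% ± 0.0865, a difference of 4.74 ± 0.0621 points with an adjusted p of 0.000233, and again this turned to -0.693 points without positions 872 and 966, with an adjusted p of 0.00101. The LINE1 CHG level was 54.8% ± 0.0564 against 59.8% ± 1.39 in WT, and the difference of -5.04 ± 0.981 points failed the correction with an adjusted p of 0.0991, though both clsy3-kd samples lay below both WT samples. It passed under 4 alternatives, Fisher's exact test on pooled calls among them. Its adjusted p ranged from 0.0201 to 0.11 over the alternatives other than Fisher's exact test. LINE1 CG did not differ detectably, at 98.0% ± 0.0318 and 98.0% ± 0.123.

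Between clsy3-kd and WT 47 of 121 cytosines passed, 10 higher and 37 lower, and the alternative that moved this count most, a minimum difference of 10 points, left 11. Position 872 was at 59.4% ± 0.903 (SD, n = 2) and position 966 at 39.8% ± 0.385 in clsy3-kd, each with an adjusted p of 7.32e-05. CACTA position 955, a CHG cytosine, was at 98.2% ± 0.323 in WT and 61.4% ± 0.0608 in clsy3-kd, with an adjusted p of 0.00564, and at 79.2% ± 7.23 in clsy4-kd.

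Both knockdowns were compared with the same WT samples. Of the cytosines that passed, 38 did so in both comparisons, all in the same direction, 2 only in clsy4-kd and 9 only in clsy3-kd. In 100 simulated draws in which no group differed, at most 5 cytosines passed in both, with a median of 0. Over the 99 cytosines away from the amplicon ends, 88.9% had differences of logit levels of the same sign, and their correlation across cytosines was 0.908. In 2000 simulations without an effect, sharing the WT samples gave a median same-sign share of 73.7% with a 95th percentile of 94.9%. The correlation had a median of 0.628 and a 95th percentile of 0.98. Neither observed value exceeded its 95th percentile. Each simulated sample mixed the replicate differences of the groups, so cytosines moved together and high values arose easily. Both measures also ignore the size of the changes, so they cannot decide whether the shared controls explain the agreement. Cytosines are not independent replicates.

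The direct comparison of clsy4-kd with clsy3-kd asked whether the knockdowns differ from each other. None of the 12 combinations passed, and 2 had an unadjusted p under 0.05. These were CACTA CHG, higher in clsy4-kd by 5.28 ± 1.57 percentage points (SE) with an adjusted p of 0.0789, and LINE1 CG, with a difference of -4.21 ± 1.28 points and an adjusted p of 0.0714. CACTA CHG passed under 3 alternatives and LINE1 CG under 4, with Fisher's exact test on pooled calls counted in both. Over all alternatives except that test, the adjusted p ranged from 0.0103 to 0.236 and from 0.00124 to 0.236. The LINE1 CG change in clsy4-kd is therefore not shown to be specific to that line in the main model. Of 121 cytosines, 1 passed and 13 had an unadjusted p under 0.05. It was LINE1 position 9704, a CHG cytosine, at 94.0% ± 0.745 (SD, n = 2) in WT, 83.5% ± 0.0601 in clsy3-kd and 90.8% ± 0.480 in clsy4-kd. The difference of 7.25 points between the knockdowns had an adjusted p of 0.0268, and 3 of 12 alternatives left it short of the call.

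**Figure D4:**
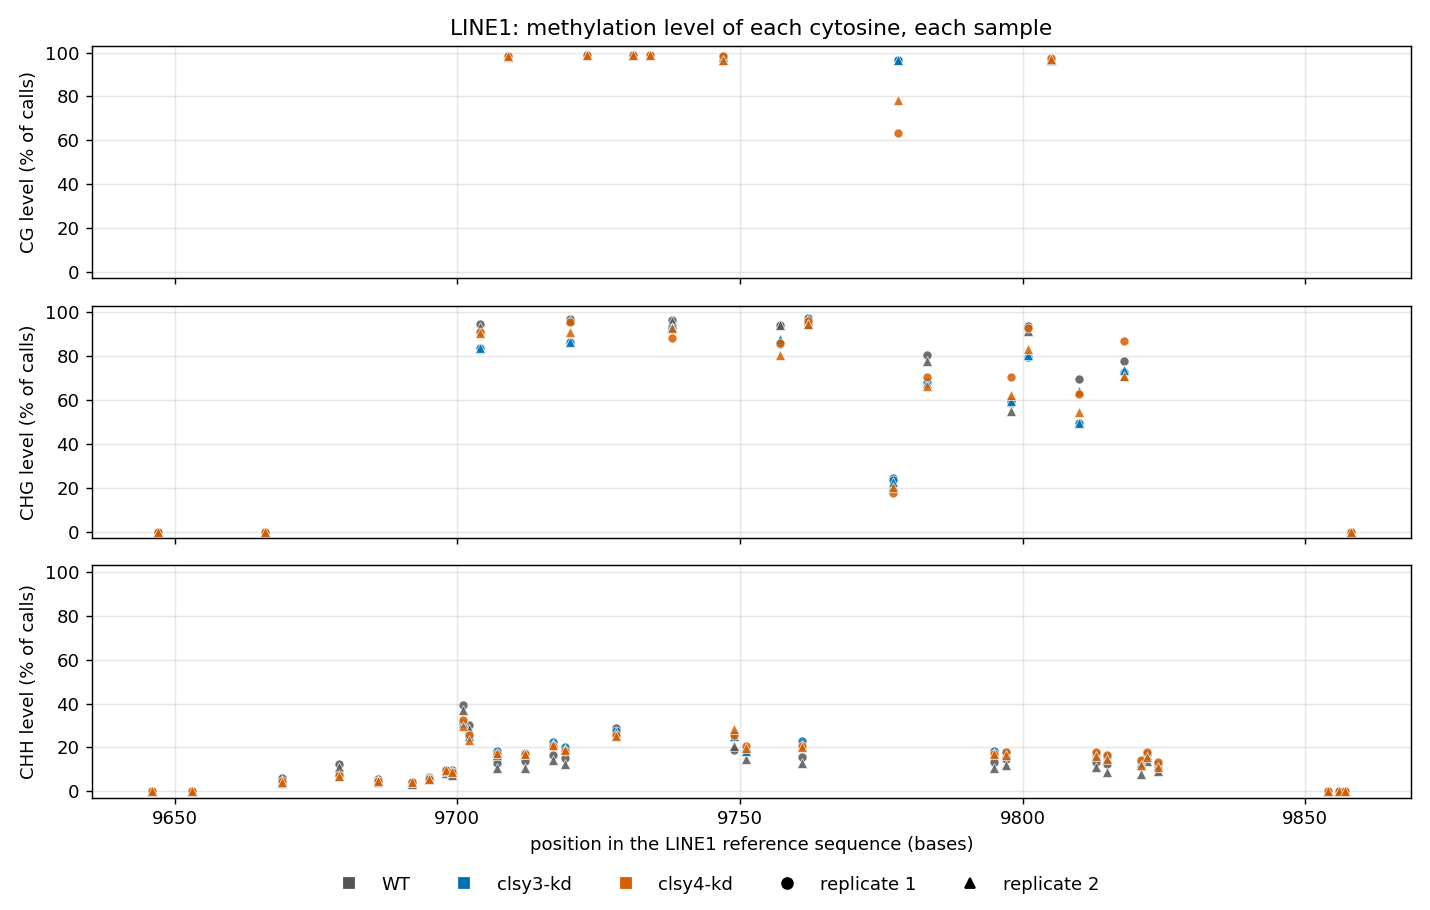
Methylation level (percent of calls) of each LINE1 cytosine with at least 10 calls in each sample, by position in the LINE1 reference sequence (bases), in 3 panels for CG, CHG and CHH. Points are samples and overlap where levels are alike. At position 9778 the clsy4-kd samples lie at 63.4% and 78.6% while the other 4 samples lie between 96.5% and 96.8%.

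In the clsy3 target 0 of 26 cytosines passed in any comparison, and 0 had an unadjusted p under 0.05. The CG level was 75.8% ± 0.333 (SD, n = 2) in WT, 77.7% ± 2.38 in clsy3-kd and 73.7% ± 2.52 in clsy4-kd. CHG was at 13.3% ± 2.34, 14.4% ± 1.15 and 11.4% ± 0.760 in the same order. The CHH level was 43.5% ± 3.01 in WT, 42.6% ± 0.626 in clsy3-kd and 37.5% ± 3.09 in clsy4-kd. Its difference of -6.03 ± 3.05 percentage points (SE) between clsy4-kd and WT had an adjusted p of 0.244, although both clsy4-kd samples lay below both WT samples.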

Values the study reported

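In the study's knockdown lines, RT-qPCR of endosperm found OsCLSY4 transcripts reduced by as much as 70%. The study described lower methylation of the 5S rDNA repeat in the osclsy4-kd leaves.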

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

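All tests in this part were chosen after the result was seen, except the model comparisons of the knockdowns with each other.

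A signal appeared in calls that no comparison used. Clsy3-kd replicate 1 had 16 calls on the minus strand of the clsy3 target, between positions 450 and 564, with at most 1 call per cytosine, and the other 5 samples had none. All 16 were methylated, including 14 of 14 CHH calls (100%). An unconverted DNA molecule would give this, and the plus-strand CHH level of that group was 42.6%. A candidate explanation is thus a single molecule that escaped conversion. Misplaced alignment was not tested, since it needs the reads, and 1 molecule gives no ground for a biological explanation.

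The effects of the knockdowns differed at LINE1 position 9704, a CHG cytosine, in a direct test. The level was higher in clsy4-kd than in clsy3-kd by 7.25 points, with an adjusted p of 0.0268, and both clsy4-kd samples lay above both clsy3-kd samples. The adjusted p ranged from 0.00132 to 0.0968 over the alternatives other than Fisher's exact test on pooled calls. Counting error does not reach this size, since the widest interval at the named cytosines was 0.419 points to either side. Copies with different CHG levels amplified in different proportions may contribute: 6 of 11 interior CHG cytosines of LINE1 had both clsy4-kd samples above both clsy3-kd samples, and 1 had them below. That count is also what a change in methylation would give, so the explanations cannot be told apart without reads. A difference between silencing CLSY3 and CLSY4 stays open and untested by anything else here.

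At 1 cytosine and in 1 target, every sample of one knockdown lay above WT and every sample of the other below it. These were position 606 of the clsy3 target, where the difference between clsy4-kd and clsy3-kd was -13.9 points, and the clsy3 target's CG level, where it was -4.05 points. The arrangement itself was not tested, and in the direct comparison of the knockdowns neither passed the threshold. Random order of the 6 samples gives such an arrangement at 2.22% of features, or 2.2 of 99 interior cytosines, and 1 was found. Sampling noise is consistent with that count of 1 cytosine, and a biological difference at these 2 features is not excluded.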

How the results depend on the processing

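The alternatives that leave out the 2 CACTA cytosines or the amplicon-end cytosines, put a trend on the dispersion or use limma on logit levels were chosen after the data were seen. Lower CACTA CHG and CHH levels in both knockdowns than in WT kept their direction and passed an adjusted p of 0.05 under every alternative that had a test. No alternative corrected for the possible mixture of CACTA copies described below, which would separate WT from both knockdowns. Leaving out 1 replicate in turn changed the sign of 12 of the 36 differences between targets by context, 7 of them among the 9 in 5S rDNA, and of 0 of the 7 that passed. Those 7 moved by at most 1.45 times, the most for LINE1 CG in clsy4-kd against WT, from -5.44 to -2.87 points. No test was run on these fits, each of which leaves 1 group with 1 sample.

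Without the 2 CACTA cytosines of largest change, the CACTA CG difference reversed to -0.448 points for clsy4-kd against WT (adjusted p 0.00428), -0.693 for clsy3-kd against WT (0.00101) and 0.245 for clsy4-kd against clsy3-kd (0.0356), so small CG differences passed in the other direction. LINE1 CG between the knockdowns then passed at -4.21 points, and 2 targets by context passed in that comparison. The reversal follows from the position left out, which had the CG change of opposite sign. The CACTA CHH difference for clsy4-kd against WT shrank from -5.66 to -3.78 points (adjusted p 0.0184), so part of it came from the CHH cytosine left out.

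Taking each sample's own covered cytosines reversed 4 differences in 5S rDNA, none of which passed. For clsy4-kd against WT they became 0.871 (CG) and 0.0864 (CHH) points, and for clsy4-kd against clsy3-kd 1.43 (CG) and -3.60 (CHG) points. Samples then differ in which cytosines they hold. At least 10 calls in each sample left 0 cytosines in 5S rDNA, so depth limits that target to detecting large changes, and no value exists for it under the depth minimums of 10 and 100 or in the unweighted means.

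Fisher's exact test on pooled calls ignores the spread between replicates. It passed 7 of 12 targets by context for clsy4-kd against WT, adding clsy3 CHH (-6.03 points), LINE1 CHG (-2.11) and LINE1 CHH (1.19). For clsy3-kd against WT it passed 6, adding LINE1 CG (0.0529), CHG (-5.04) and CHH (1.47). Between the knockdowns it passed 7, namely CACTA CG (-0.0929), CHG (5.28) and CHH (1.03), clsy3 CHH (-5.08), and LINE1 CG (-4.21), CHG (2.94) and CHH (-0.285). It called 78 cytosines for clsy4-kd against WT and 64 between the knockdowns.

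Fitting only the 4 samples compared, LINE1 CG for clsy4-kd against WT (-4.15 points) no longer passed, LINE1 CHG for clsy3-kd against WT (-5.04) passed, and 4 cytosines were called for clsy4-kd against WT, all of them among the 40 called with all samples. This fit has fewer samples and drops the closely matched clsy3-kd pair. At least 100 calls per cytosine, which removes 5S rDNA and the clsy3 target, and a trend of the dispersion on depth each passed LINE1 CHG for clsy3-kd against WT (-5.04) and, between the knockdowns, CACTA CHG (5.28) and LINE1 CG (-4.21), which made 2. The cause was not tested for the trend. The unweighted mean moved CACTA CHG for clsy3-kd against WT to -14.1 points, by more than its very small replicate spread.

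A minimum difference of 10 points left 8, 11 and 0 cytosines for clsy4-kd against WT, clsy3-kd against WT and clsy4-kd against clsy3-kd. edgeR's test called 46, 50 and 8, and limma on logit levels 29, 45 and 1. With replicate number as a block the counts were 38, 45 and 0. Deviations of same-numbered samples correlated at -0.176, 0.289 and -0.388 between pairs of groups, so the samples share only a number.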

Other observations

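All tests in this part were chosen after the result was seen, except the model comparisons of the groups at single cytosines.

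CACTA positions 872 and 966 moved by over 50 points in opposite directions in both knockdowns. Their levels summed to between 98.4% and 99.8% in every sample, a range of 1.395 points, while each level alone ranged over 59.8 and 59.1 points. This argues for one quantity behind both cytosines. A candidate explanation is that amplified copies or alleles of different sequence were mixed in different proportions, with 55.5% to 61.4% of a second sequence in the 4 knockdown samples and almost none in WT. In WT, position 872 was at 0.369%, while the other 10 CG cytosines of CACTA were at 96.389% or more in every sample. Position 966 was at 98.3% in WT, while the other 20 interior CHH cytosines were at 30.842% or less. Those 10 CG cytosines also moved by at most 1.64 points in either knockdown. These values argue for a sequence difference at both positions more than for a change of methylation. Such a change in one copy is not excluded, because no reads were analysed here that show the sequence of single copies. It also stays open whether such a mixture would come from the plants or from the PCR. The knockdowns share it, so WT and knockdown samples may differ in the material amplified and not only in the silenced gene.

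The same mixture may lie behind the lower CACTA CHG and CHH levels of the knockdowns. Whatever the levels of a second copy, no knockdown level could then lie under the WT level times the share of the first copy, and 0 of 96 values at 24 interior cytosines did. That bound is wide, so a mixture and a loss of RdDM cannot be told apart here. A mixture of 2 copies with fixed levels is not enough for the higher CHG level of clsy4-kd than clsy3-kd: over the 4 interior CHG cytosines, the clsy4-kd samples exceeded clsy3-kd by 6.44 and 11.9 points, at least 2.02 times the change in mixing share. More than 2 copies, or a difference between the knockdowns in CHG methylation, stay open.

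Few clsy4-kd calls reached the 3′ part of 5S rDNA, past position 644, and replicate 2 had none past position 744. Of the CG calls there, 20 of 20 in the clsy4-kd samples were methylated (100%), beside 78 of 80 in WT and 70 of 74 in clsy3-kd. They came from at most 2 calls per cytosine in replicate 1 and 1 in replicate 2, so few molecules that a partial loss of CG methylation is not excluded. CHG calls were methylated in 10 of 15 in clsy4-kd (66.7%) and 47 of 64 in WT (73.4%). CHH calls were methylated in 1 of 33 in clsy4-kd (3.03%, 95% Wilson interval 0.537% to 15.3%), 13 of 128 in WT (10.2%, 6.03% to 16.6%) and 15 of 127 in clsy3-kd. Fisher's exact test on these pooled calls gave p = 0.304 for CHH and 0.75 for CHG in clsy4-kd against WT, so a lower level there is neither shown nor excluded at this depth. Calls of the same read were counted as separate, so the intervals can be too narrow and the p values too low. Whether low read number over the target explains the few calls stays open. Calls in the 3′ part per 100 calls in the 5′ part were 24.5 and 14.0 in the clsy4-kd samples (mean 19.3), 31.9 and 20.1 in clsy3-kd and 38.7 and 63.8 in WT. No cytosine of the 3′ part had more than 4 calls in WT replicate 2 or 2 in clsy4-kd replicate 1, too few reads to decide. A cytosine without calls would look unmethylated in a plot that draws missing levels as 0. Over the cytosines covered in all 6 samples no lower 5S rDNA methylation was detectable in clsy4-kd, and the depth does not exclude the lower level described in the study.

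At the amplicon ends, 22 cytosines (15 CHH, 7 CHG) were at no more than 0.0231% in every sample, and 0 of the 99 interior cytosines were under 0.5% in every sample. Cytosines inside the PCR primers are a candidate explanation, and they lower the CHG and CHH levels summed over a target. Without them CACTA CHG was 82.2% in WT, 57.6% in clsy3-kd and 66.8% in clsy4-kd. The lowest interior level at 100 or more calls, apart from position 872, was 3.51% (2498 of 71186 calls) at LINE1 position 9692 in WT replicate 2, which bounds the share of unconverted cytosines there from above.

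At LINE1 position 9778 the level was lower in clsy4-kd than in WT, while the difference of -25.5 points between clsy4-kd and clsy3-kd did not pass (adjusted p 0.0873). A loss over the whole amplicon is argued against, since the other LINE1 CG cytosines differed by at most 0.563 points between clsy4-kd and WT. Copies with a sequence difference at this position may explain it, and the 15.1 points between the clsy4-kd samples leave that and a local methylation change open, since the cytosine counts alone cannot separate them.

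In LINE1 CHH, 11 of 24 interior cytosines, between positions 9707 and 9821, were higher in all 4 knockdown samples than in both WT samples, and 5, between 9669 and 9702, were lower. Random order gives either arrangement at 6.67% of cytosines. Less complete conversion in the knockdown libraries could raise CHH levels, but it would raise them along the whole amplicon, which the 5 lower cytosines argue against as the sole cause. Copies in different proportions and a change in methylation stay open and untested.

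Depth fell within amplicons. At 4 LINE1 cytosines between positions 9747 and 9757 there were 382 to 1425 calls, against 61302 to 76785 at the others. In the clsy3 target, calls fell from 70 to 147 at position 430 to 29 to 61 at position 624.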
